# Systematic bioinformatics analysis reveals the role of shikonin in blocking colon cancer progression by identifying senescence-induced genes

**DOI:** 10.3389/fphar.2024.1360587

**Published:** 2024-08-12

**Authors:** Wenna Liu, Yujia Zhao, Qingqing Liu, Dan Wu, Wenxuan Li, Zhenkai Fu, Le Yang, Ying Liang

**Keywords:** shikonin, cell senescence, bioinformatics, antitumor, molecular docking

## Abstract

Shikonin, a naturally occurring naphthoquinone compound extracted from comfrey plants, has antitumor, anti-inflammatory, and antimicrobial properties. Cell senescence plays a key role in preventing tumor progression. It is unclear whether shikonin has an effect on cell senescence in colon cancer. In the current study, we first determine the IC_50_ values of shikonin on colon cancer cell lines HT29 and HCT116. Then, we verified the inhibitory effects of shikonin on the proliferation and migration abilities of colon cancer cell lines HT29 and HCT116 using cell counting kit-8, colony formation, and wound healing assays. Next, we identified a series of potential targets using high-throughput mRNA sequencing and identified 210 upregulated and 296 downregulated genes. KEGG profiling revealed eight downregulated genes associated with cell senescence: *CCNB3*, *IL-1α*, *CXCL8*, *CDKN2A*, *MYC*, *IGFBP3*, *SQSTM1*, and *GADD45G*. Among them, *CXCL8* and *CDKN2A* were associated with poor prognosis in patients with colon cancer, suggesting that their downregulation by shikonin could improve patient survival. Furthermore, SA-β-galactosidase staining revealed that the percentage of cellular senescence in colon cancer cells was significantly increased after shikonin treatment. Molecular docking revealed that shikonin suppressed colon cancer progression by blocking *CXCL8* activity. Based on these findings, we deem that shikonin might induce senescence and exert antitumor activity in colon cancer cells by downregulating *CDKN2A* and *CXCL8*. This provides a new molecular mechanism and potential therapeutic target for shikonin to inhibit colon cancer progression.

## 1 Introduction

Colon cancer is the third most common malignancy worldwide with high morbidity and mortality (Shaukat et al., 2021). The inducement of colon cancer is multifaceted, encompassing various factors such as age, prolonged unhealthy dietary habits, and lifestyle choices, all of which frequently contribute to tumorigenesis. This complex interplay has resulted in a notable rise in colon cancer cases, with a particularly significant increase in the proportion of younger patients (DeDecker et al., 2021). Currently, therapeutic choices such as colon resection, radiotherapy, and chemotherapy are employed to arrest the progression of these malignancies. However, due to the absence of more sensitive screening techniques, surgical intervention is not feasible for some patients. Furthermore, the excision of the colon may cause substantial physical damage. Additionally, a considerable number of patients undergoing chemotherapy and radiotherapy experience recurrences, drug resistance, and other unfavorable prognostic outcomes (Shaukat et al., 2021). Hence, there is no disputing the urgency of improving therapeutic methods.

Shikonin is a natural compound derived from the root of *Lithospermum erythrorhizon*. Numerous studies have demonstrated that shikonin displays anticancer properties against various types of cancers, indicating its promise as a natural anticancer agent (Guo et al., 2019; Yadav et al., 2022). Previous studies have verified some of the possible mechanisms of shikonin in colon cancer. For instance, shikonin stimulates apoptosis and autophagy in colon cancer cells by targeting the *miR-545-3p/GNB1* signaling axis (Hu et al., 2022). In addition, shikonin exerts cytotoxic effects in colon cancer by inducing apoptosis via the endoplasmic reticulum and mitochondria-mediated pathways (Han et al., 2019). In addition, shikonin restrains colon cancer cell proliferation by inhibiting the *mTOR* pathway (Li et al., 2017). Meanwhile, shikonin may inhibit colon cancer cell growth by concurrently suppressing *ADAM17* and *IL-6/STAT3* signaling (Shi et al., 2021). It is well known that in addition to inhibiting cancer cell proliferation and promoting autophagy and apoptosis, shikonin may also inhibit cancer progression by inducing cancer cell senescence (Liu et al., 2020). Interestingly, other studies found that shikonin could inhibit lung cancer progression by promoting lung cancer cell senescence (Yeh et al., 2015; Zheng et al., 2018). Although various studies have investigated the role of shikonin in colon cancer, the underlying molecular mechanisms still need to be further explored.

Cellular senescence is a stable state of cell cycle arrest that is typically caused by injurious stimuli or pathological factors, including shortened telomeres, non-telomere DNA damage, and activation of oncogenes (Munoz-Espin and Serrano, 2014). It can prevent the formation of malignant tumors and hinder tumor progression by facilitating tumor cell senescence during cancer treatment (Calcinotto et al., 2019; Prasanna et al., 2021; Schmitt et al., 2022). In recent years, the extensive exploration of natural products in suppressing cancer progression through the promotion of cell senescence has garnered considerable interest among researchers, sparking a fascinating area of investigation. Some natural products have also been proven to inhibit tumor progression by promoting cell senescence in colon cancer. For example, *cucurbitacin* regulates the *miR-371b-5p/TFAP4* axis, causes senescence, and inhibits colon cancer progression in colon cancer cells (Yang et al., 2022). Likewise, *baicalin* induces colon cancer cellular senescence by upregulating *DEPP* and activating *Ras/Raf/MEK/ERK* signaling (Wang Z. et al., 2018). Nevertheless, whether shikonin promotes colon cancer cell senescence is unclear, and the mechanism by which shikonin promotes senescence is also not well-understood.

In our study, we investigated the inhibitory effects of shikonin on colon cancer cell lines HT29 and HCT116 and explored the pro-senescence molecular mechanism. The results showed that shikonin inhibits proliferation and migration of colon cancer cells by promoting cell senescence. Furthermore, the possible key genes *CDKN2A* and *CXCL8* were identified by systematic bioinformatics analysis and RT-qPCR. Based on our observations, we hypothesize that shikonin might play a pivotal role in inducing cellular senescence in colon cancer cells by suppressing the expression of CXCL8 and CDKN2A, ultimately leading to the inhibition of colon cancer development.

## 2 Materials and methods

### 2.1 Cell culture

The human colon cancer cell lines HT29 and HCT116 were purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). The cells were cultured in DMEM (ExCell Biotech, Jiangsu, China) supplemented with 10% fetal bovine serum (FBS) (Invitrogen, Waltham, MA, United States) and 1% penicillin–streptomycin solution (Sangon Biotech, E607011, Shanghai, China). The cell incubator environment was 37°C, 5% CO_2_, and 95% O_2_. PBS was purchased from Sangon Biotech (E607008, Shanghai, China). Trypsin was also purchased from Sangon Biotech (E607002, Shanghai, China).

### 2.2 Drug

Shikonin (MB7082; purity >98%; Meilunbio, China) was dissolved in DMSO to form a storage solution with a concentration of 50 nM and stored at −20°C. The desired volume of the storage solution was removed for use and diluted to the appropriate concentration with cell culture, through which the final concentration of DMSO was 0.1%.

### 2.3 Cell proliferation assay

A total of 1.0 × 10^4^ cells were seeded in each well of 96-well plates and then incubated for 24 h. Next, the cells were treated with shikonin (0 μM, 3.93 μM for HCT116 and 0 μM, and 8.61 μM for HT29) for 24, 48, 72, 96, and 120 h, respectively. Cells were cultured in a solution containing 10% cell counting kit-8 (CCK-8, E1CK- 000208, Enogene) for 1 h in a cell incubator at 37°C. The absorbance was carefully measured at a wavelength of 450 nm.

### 2.4 Colony formation assay

A total of 1.0 × 10^3^ cells were seeded in each well of a 6-well plate. Following 24 h incubation, the cells were exposed to shikonin at concentrations of 0 μM and 3.93 μM for HCT116 and 0 μM and 8.61 μM for HT29, and they were maintained under these conditions for 14 days. Colonies were counted by crystal violet staining.

### 2.5 Wound healing assay

Each well of a 6-well plate was inoculated with 3.0 × 10^5^ cells. After 24 h, a 10-μL pipette tip was utilized to draw a vertical demarcation line at the center. Shikonin was then diluted with serum-free DMEM to the corresponding concentrations (0 μM and 3.93 μM for HCT116; 0 μM and 8.61 μM for HT29) and incubated for 24 h. The cells were then photographed under an optical microscope.

### 2.6 RNA isolation

HCT116 cells were cultured in 6-well plates at 3 × 10^5^ cells/well for 24 h. Cells were collected after 24 h of culturing with 0 μM and 3.93 μM shikonin, and total RNA was harvested by the Total RNA Extractor (TRIzol) reagent (Sangon Biotech, B511311, Shanghai, China). The specific steps were carried out according to the manufacturer’s instructions of TRIzol reagent.

### 2.7 mRNA high-throughput sequencing

NanoDrop 2000 (Thermo Fisher Scientific) was utilized to determine the RNA concentration and quality. Paired-end sequencing was performed on Illumina HiSeq2500. It was compared with the human reference genome hg38 using Tophat2 (http://ccbjhuedu/software/tophat) to analyze RNA-seq. featureCounts (http://subreadsourceforgenet) was used to calculated transcription read piece counts. DESeq2 (version 3.12) in R-studio version 4.0 was used for differentially expressed gene (DEG) analysis (fold change> 1.5, *p* < 0.05). Heat maps were created using ComplexHeatmap (Bioconductor project).

### 2.8 RT-qPCR

After 24 h treatment with shikonin (0 μM and 3.93 μM for HCT116; 0 μM and 8.61 μM for HT29), total RNA was harvested with TRIzol (Sangon Biotech, B511311, Shanghai, China). The concentration and purity of the RNA were determined and reverse-transcribed using a cDNA synthesis kit (TaKaRa Biotech, RR047A, Beijing, China) after the concentration and purity were determined. cDNAs were used as a template for real-time quantitative PCR (RT-qPCR) using FastStart Essential DNA Green Master Mix (Roche, 06924204001). All steps were performed according to the manufacturer’s procedures. Gene expression was normalized using the 2^−ΔΔCT^ method. The primers used for RT-qPCR are listed in Supplementary Table S1.

### 2.9 Senescence-associated β-galactosidase (SA-β-Gal) staining

Cells were treated with shikonin for 24 h (0 μM, 1.97 μM, and 3.93 μM for HCT116; 0 μM, 4.31 μM, and 8.61 μM for HT29); then, the medium was discarded gently, and the cells were rinsed once in phosphate-buffered saline (PBS). They were fixed with 2% formaldehyde for 3–5 min, and the formaldehyde was discarded; and they were rinsed three times with PBS for 3 min each. X-Gal solution (1 mg/mL) was added to each well, and the cell slides were immersed and incubated overnight at 37°C, as well as sealed through sealing film. The cells were then observed under an optical microscope and photographed.

X-Gal (Beyotime Biotechnology, ST912) was dissolved in DMSO and stored at −20°C in the dark as storage solution (200 mg/mL). The storage solution was diluted with NaCl (0.9%) to a final concentration of 1 mg/mL and then used.

### 2.10 Molecular docking

The receptor protein 3D structure (PDB code: 5WDZ) was obtained from the RCSB Protein Data Bank (http://www.rcsb.org/) (Wu et al., 2022). Molecular docking analysis was performed using Discovery Studio 2021 software. Shikonin was prepared using the “Prepare Ligands” module, and four conformations were generated by minimizing the CHARM force field. Next, the protein was prepared by hydrogenating and removing unnecessary water using the “Protein Preparation” module, and then, the protein was optimized and minimized. Finally, the ligand-binding site was verified as in a previous study (Cao et al., 2022). After performing CDOCKER docking using the “Receptor–Ligand Pharmacophore Generation” module, we used the hydrogen bond interactions and binding modes to evaluate the docking results. PyMol 3.7 was used to generate the 3D diagrams.

### 2.11 Statistical analysis

ImageJ and GraphPad Prism 5.0 were utilized for creating images and conducting data analysis, respectively. To compare the two groups' data, we employed the t-test. All data on t-test analysis meet the assumption of homogeneity of variances and normal distribution and are presented as mean ± standard error of mean (SEM). *P*-values < 0.05 were considered statistically significant.

## 3 Results

### 3.1 Shikonin inhibits the proliferation and migration of colon cancer cells

The structure of shikonin is shown in Figure 1A. Cell viability was detected using the CCK-8 assay (Figures 1B, C), and the IC_50_ values of shikonin in colon cancer cell lines HT29 and HCT116 were calculated as 8.61 μM and 3.93 μM, respectively (Figure 1D). As shown in the result, shikonin treatment suppressed cell growth in a dose-dependent manner in both HT29 and HCT116 colon cancer cell lines (Figures 1E, F).

**FIGURE 1:**
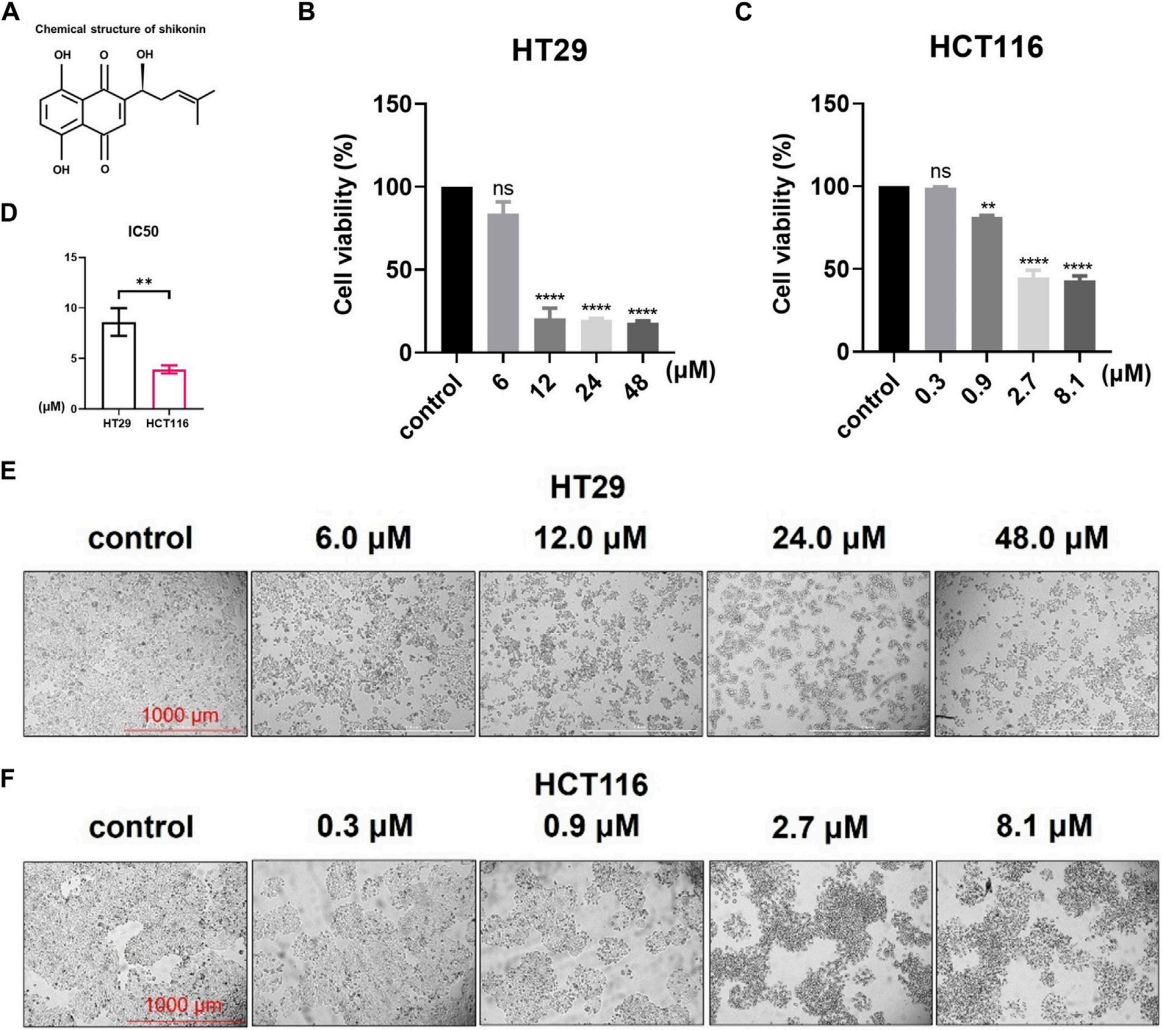
Shikonin treatment can inhibit colon cancer cell growth in a dose-dependent way. **(A)** Chemical structural formula of shikonin. **(B–D)** CCK-8 assay detecting the cell viabilities and IC_50_ values of HT29 and HCT116 cell lines. **(E,F)** Images of shikonin treatment dose-dependently inhibiting the growth of HT29 and HCT116 cells. Data are shown as mean ± S.E.M. **p < 0.001; ****p < 0.0001*.* Each experiment was performed in triplicate and repeated three times.

Next, we determined the inhibitory function of shikonin on colon cancer cell proliferation by cell proliferation assay and colony formation assay. Compared with the control group, the viability of both HT29 and HCT116 cells cultured with shikonin was significantly decreased (Figures 2A, B). Meanwhile, there are significantly more cell colonies formed in the control groups than in the groups treated with shikonin (Figures 2C, D, *p* = 0.00218 and *p* = 0.0038, respectively). The mean number of cell colonies was 68 in the HT29 control group and 5 in the HT29 shikonin treatment group. The average number of cell colonies was 169 in the HCT116 control group and 8 in the HCT116 shikonin treatment group (Figures 2C, D). These results indicate that shikonin exerted a profound inhibitory effect on the proliferation and growth of colon cancer cells.

**FIGURE 2:**
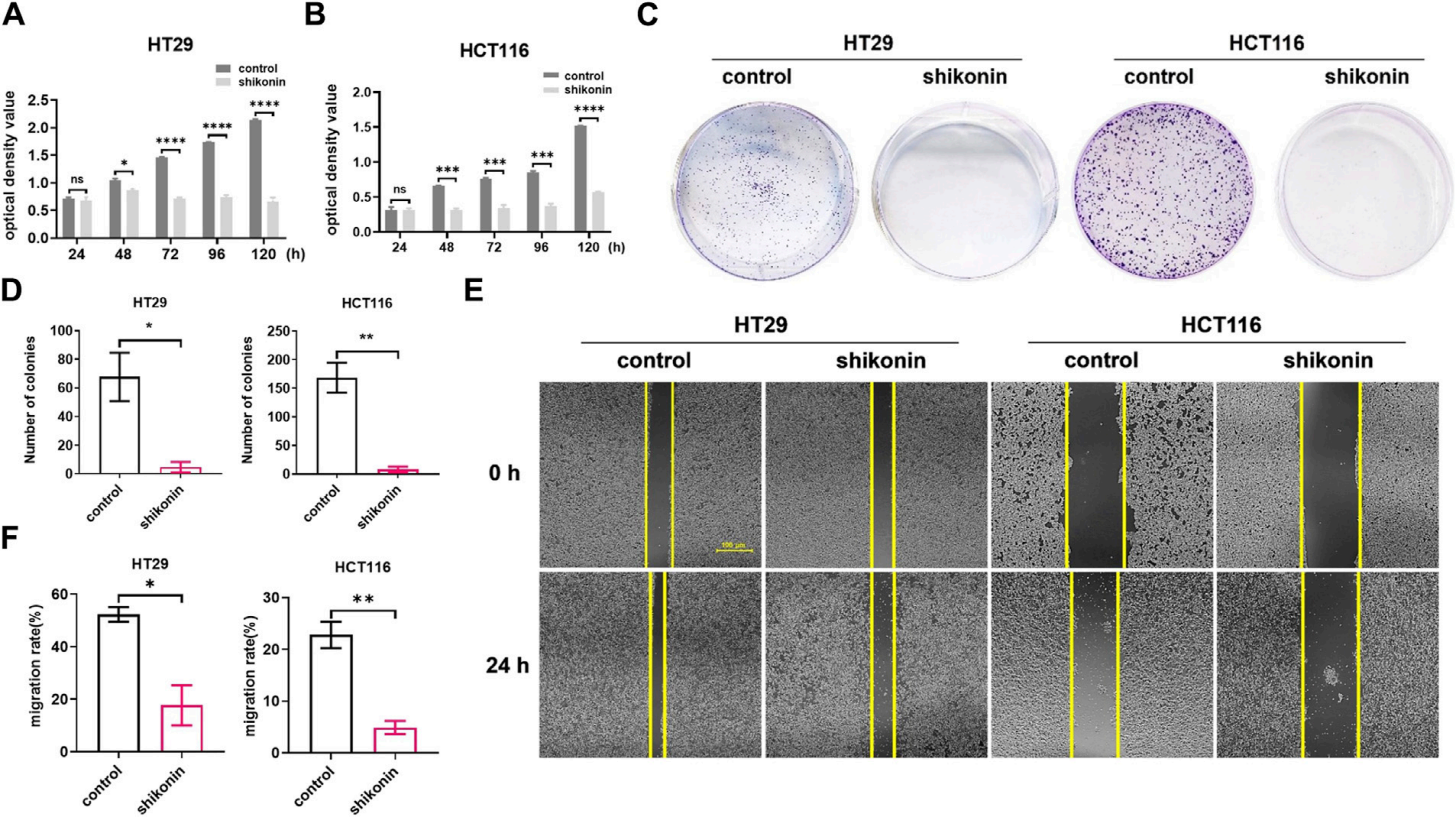
Shikonin treatment can inhibit the proliferation and migration abilities of colon cancer cells. **(A,B)** The proliferation abilities of HT29 and HCT116 colon cancer cells were inhibited after shikonin treatment by CCK-8 assay. **(C,D)** The proliferation abilities of HT29 and HCT116 colon cancer cells were inhibited after shikonin treatment by colony formation assay. **(E,F)** Wound healing assay determined that the migration abilities of HT29 and HCT116 cells are significantly decreased after shikonin treatment. Data are shown as mean ± S.E.M. *p < 0.05, **p < 0.001, ***p < 0.001, and ****p < 0.0001*.* Each experiment was performed in triplicates and repeated three times.

To determine the role of shikonin in HT29 and HCT116 colon cancer cell migration, a wound healing assay was carried out. The cell migration rates of the shikonin treatment groups were significantly inhibited than those of the corresponding control groups (Figures 2E, F). The calculated migration rates for HT29 and HCT116 cells with shikonin treatment were 17.66% and 4.89%, respectively, which were significantly lower than those for the HT29 and HCT116 control groups, which were 52.30% and 22.81%, respectively (Figures 2E, F *p* = 0.0133 and *p* = 0.0032, respectively), indicating that shikonin had an inhibitory effect on the migration ability of colon cancer cells.

### 3.2 Searching for differentially expressed genes related to cellular senescence through mRNA sequencing and KEGG enrichment analysis

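HCT116 is an established human colorectal carcinoma cell line, and shikonin is a naphthoquinone pigment from the roots of the gromwell family. Messenger RNA was compared between 3 libraries labelled control and 3 libraries labelled shikonin. The paper's methods give shikonin doses of 0 and 3.93 μM for 24 h, whereas the sample labels give 8 μM for 24 h. According to the paper, the reads were aligned to the human genome hg38 with TopHat2, counted with featureCounts and compared with DESeq2. The submitters' processing notes name the mouse builds GRCm38 and mm10, whereas the gene identifiers of the deposited counts are human. The authors deposited estimated counts per gene, and 46.5% to 63.3% of the values above 0 in a library were not whole numbers. They were rounded to whole numbers before testing. Apart from the rounding, a gene that shares reads with a near-identical copy may have an uncertain count. The control libraries held 18874211, 19277685 and 19781383 counts and the libraries labelled shikonin held 21765806, 18845690 and 19923419. Mitochondrially encoded genes took 4.83% ± 0.488 (SD, n = 3) of the counts in the control group and 5.53% ± 1.29 (SD, n = 3) in the shikonin treatment group, with 6.99% in shikonin replicate 1.

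The 13548 genes with enough counts were scaled by the trimmed mean of M values and compared with edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method. Levels are in CPM, counts scaled to the same library total after this step, and every direction follows the sample labels. The paper and the labels do not say whether the 3 libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries. The first principal component of the log2 levels held 37.7% of the variance and separated the control libraries from those labelled shikonin. Over 13515 genes with an annotated transcript, the log2 fold change fell with transcript length (Spearman's rho = -0.309 across genes, which are not independent replicates). The median log2 fold change was 0.14 in the fifth of genes with the shortest transcripts and -0.13 in the fifth with the longest.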

The HCT116 cells from the treatment and control groups were collected for high-throughput mRNA sequencing. Comprehensive bioinformatics analysis showed that compared with the control colon cancer cells, 210 genes were upregulated and 296 genes were downregulated in colon cancer cells cultured with shikonin (Figure 3A). 

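Most tested targets of the oxidative stress response were higher in the libraries labelled shikonin than in the control libraries. Most tested interferon-stimulated genes were lower. Between these families, only the oxidative stress targets held as a set against all other genes with an estimated correlation. Of 30 tested targets of NRF2, the transcription factor that drives antioxidant and detoxification genes, 29 were higher and 1 did not pass an adjusted p under 0.05 with edgeR's quasi-likelihood test (29 higher when adjusted over the list alone). HMOX1, which encodes heme oxygenase 1, rose from 51.4 ± 2.64 CPM in the control group to 204 ± 23.4 in the shikonin treatment group (SD, n = 3 each; log2 fold change 1.99, standard error 0.09, adjusted p = 1.15e-08). The drug efflux transporter gene ABCC2 had a log2 fold change of 1.35, the fatty acid hydroxylase gene CYP4F11 of 1.26 and OSGIN1 of 1.05, with adjusted p of at most 1.46e-06.

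Of 22 tested interferon-stimulated genes, 18 were lower and 4 did not pass (20 lower when adjusted over the list alone). OAS3, a sensor of double-stranded RNA, fell from 177 ± 34.9 to 82.3 ± 5.05 CPM (SD, n = 3 each; log2 fold change -1.10, standard error 0.12, adjusted p = 2.88e-05). Against all other genes, the NRF2 targets stood higher by camera (adjusted p = 9.05e-59, and adjusted p = 0.0189 with an estimated correlation). The interferon-stimulated genes stood lower (adjusted p = 1.09e-20, but adjusted p = 0.0826 with an estimated correlation). A second set test, fry, takes a list by itself and not against other genes. Its adjusted p was 0.000387 for the NRF2 targets and 0.00743 for the interferon-stimulated genes.

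Part of the heat shock genes and most of the tested genes of ribosome production were higher. These lists lost camera's set calls with an estimated correlation. By fry they passed, with adjusted p of 0.0012 for heat shock, 0.00457 for ribosome biogenesis and 0.0166 for ribosomal proteins. Of 17 heat shock genes, 9 were higher and 8 did not pass (9 when adjusted over the list alone; camera's adjusted p = 2.51e-05, and adjusted p = 0.0538 with an estimated correlation). They included the co-chaperone gene BAG3 with a log2 fold change of 0.79 (adjusted p = 1.82e-05), HSPH1 with 0.56 (adjusted p = 0.000367) and DNAJB1 with 0.56 (adjusted p = 0.000786). The number of higher heat shock genes was 5 with library totals as the only scaling, and it was 3 without control replicate 1 or control replicate 2, 5 without shikonin replicate 1 and 4 without shikonin replicate 2. FKBP4, at 0.31 (adjusted p = 0.0179), had an adjusted p of 0.089 without control replicate 1, 0.0827 without control replicate 2, 0.0986 without shikonin replicate 1 and 0.0619 without shikonin replicate 2. Of the 19 heat shock genes listed, HSPA1A and CRYAB were not tested. HSPA1B, among those that did not pass, was near the floor at 0.408 and 0.668 CPM in the control and shikonin groups. These genes are named after their values were seen. Of 26 genes of ribosome biogenesis, 20 were higher (23 when adjusted over the list alone; camera's adjusted p = 3.27e-15, and adjusted p = 0.0826 with an estimated correlation), with LYAR at a log2 fold change of 0.74 (adjusted p = 0.000382), BOP1 at 0.60 (adjusted p = 0.000374) and FBL at 0.55 (adjusted p = 0.000531).

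Of 47 ribosomal protein genes, 31 were higher (37 when adjusted over the list alone; camera's adjusted p = 2.11e-20, and adjusted p = 0.197 with an estimated correlation), with RPS14 at a log2 fold change of 0.62 (adjusted p = 0.000109) and RPSA at 0.54 (adjusted p = 0.000497). These genes have short transcripts, with a median length of 1070 bases, and many processed pseudogenes that can share their reads. With an offset for transcript length and GC content, chosen after the length trend was seen, 23 of them were higher. Their number was 17 without control replicate 1 or control replicate 2 and 20 without shikonin replicate 2. Of 36 targets of ATF4, the transcription factor of the integrated stress response, 10 were higher (11 when adjusted over the list alone; camera's adjusted p = 8.43e-05, and adjusted p = 0.464 with an estimated correlation), among them PPP1R15A at a log2 fold change of 0.78 (adjusted p = 5.21e-05). The number of higher ATF4 targets was 6 without control replicate 1 or control replicate 3, 5 without control replicate 2, 4 without shikonin replicate 1 or shikonin replicate 2 and 17 without shikonin replicate 3. Of 19 chaperone genes of the endoplasmic reticulum, CRELD2 was lower, at a log2 fold change of -0.28 (adjusted p = 0.0206), and 18 did not pass (camera's adjusted p = 0.934). CRELD2 did not pass when adjusted over the list alone. The adjusted p of CRELD2 was 0.0821 without control replicate 1, 0.0673 without control replicate 2, 0.0695 without shikonin replicate 1 and 0.0849 without shikonin replicate 2. Without shikonin replicate 3, 2 of these chaperone genes were lower and 1 was higher. A higher member was also found with DESeq2, limma-voom, median-of-ratios scaling, no filter on low counts or a mean count of at least 50. With DESeq2 and a replicate block CRELD2 had an adjusted p of 0.129.

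Over all tested genes, 465 were higher and 363 were lower at a fold change above 1.5 and an unadjusted p under 0.05. With the p adjusted, 342 were higher and 276 were lower. Without a limit on the fold change, 1460 were higher and 1504 were lower at an adjusted p under 0.05. With library totals as the only scaling, 347 genes were higher and 492 were lower at the fold change and unadjusted p, so that lower genes outnumbered higher ones. With DESeq2 and a replicate block, 958 were higher and 729 lower at an adjusted p under 0.05. A test against a fold of 1.5 left 38 higher and 24 lower at an adjusted p. Leaving out 1 library moved the numbers without a fold limit by over 1.5 times in some cases. The number of higher genes was 861 without control replicate 1, 932 without control replicate 2 and 943 without shikonin replicate 2. That of lower genes was 776 without control replicate 1, 866 without control replicate 2, 972 without shikonin replicate 1 and 957 without shikonin replicate 2.

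**Figure D1:**
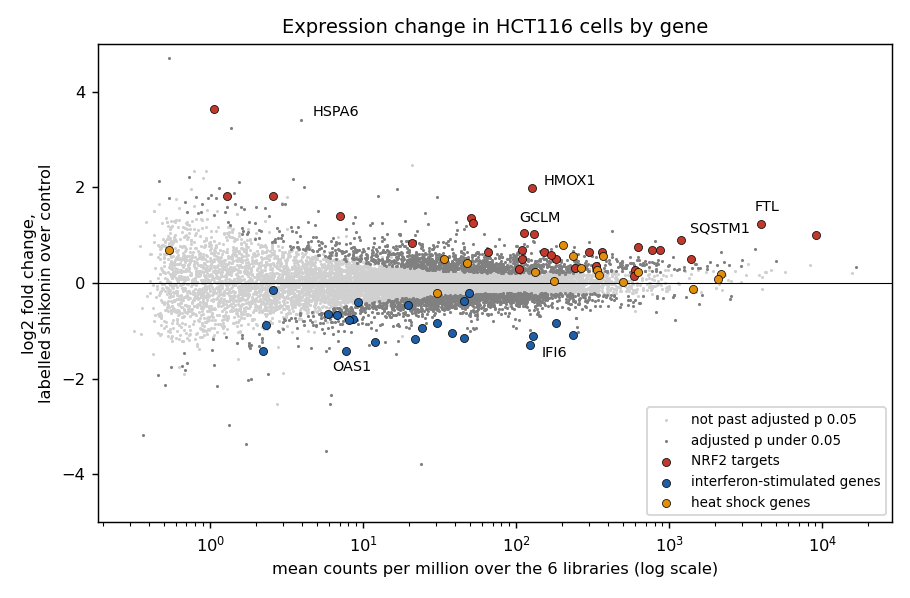
Each point is 1 gene, with its mean CPM over the 6 libraries on a log axis and its log2 fold change between the libraries labelled shikonin and control; 1 gene beyond a log2 fold change of 5 is not drawn. The NRF2 targets lie mostly above 0 and the interferon-stimulated genes mostly below it, with HMOX1 at 1.99.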

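Ranked by p-value, the first 100 genes comprised 63 that were higher and 37 that were lower in the libraries labelled shikonin, each with an adjusted p of at most 0.000109 from edgeR's quasi-likelihood test. In all 100, every library labelled shikonin lay on 1 side of every control library; chance gives 10% of genes such a separation, and these genes were picked for their small p. They included 9 NRF2 targets, 6 interferon-stimulated genes and 6 genes of ferroptosis, a list that shares members with the NRF2 targets. CDKN2A, MYC and SQSTM1 were among the higher genes. HIST2H2AA3, singled out after its values were seen, was among the lower genes and is listed at 0 in all libraries labelled shikonin. It has a near-identical copy, so its count is uncertain, and its mean of 27.8 counts lies under the limit used next.

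Among genes with a mean of at least 50 counts whose libraries separated by group, the largest rises were in the inducible chaperone gene HSPA6, from 0.671 ± 0.511 to 7.21 ± 1.52 CPM (SD, n = 3 each; log2 fold change 3.41, standard error 0.37, adjusted p = 3.82e-05), and in the stress keratin gene KRT16, at a log2 fold change of 2.19 (adjusted p = 0.000199). Without control replicate 3 the log2 fold change of HSPA6 was 4.21. Besides HMOX1, the genes that followed were CYP4F3 at 1.97, the aldo-keto reductase gene AKR1C1 at 1.83, KRT7 at 1.82, the zinc finger gene ZFAND2A at 1.80, the osteopontin gene SPP1 at 1.66 and the NKG2D ligand gene RAET1L at 1.65. TEX19, the vitamin D hydroxylase gene CYP24A1 and AKR1C3 had log2 fold changes of 1.51, 1.46 and 1.40. The adjusted p of these 9 genes was at most 0.00178. HSPA6, KRT16 and the AKR1C and CYP4F genes have close paralogs or pseudogenes and are uncertain to that extent.

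Among genes within the same limits, the largest falls included that of the dehydrogenase gene DHRS2, which went from 10.2 ± 2.67 to 2.03 ± 0.468 CPM (SD, n = 3 each; log2 fold change -2.33, standard error 0.24, adjusted p = 2.29e-05). TAP1, a subunit of the peptide transporter for MHC class I, had a log2 fold change of -1.48 (adjusted p = 5.7e-05). Its partner TAP2 was at 19.4, 57.5 and 56.3 CPM in the control libraries and at 9.30, 0 and 0 in those labelled shikonin. The log2 fold change of TAP2 was -3.79 (standard error 0.74, adjusted p = 0.00268), but its adjusted p was 0.342 with DESeq2, and it ranged from 1.11e-162 to 0.342 over all alternatives. This fold rests on shikonin replicate 1, the only library labelled shikonin with counts of TAP2, and no fold is given without it. Without shikonin replicate 3 the log2 fold change of TAP2 was -3.17. How reads were assigned to TAP2 was not examined, so its count and its fall are uncertain. OAS1 followed at -1.42, SYNPO2 at -1.32, the integrin gene ITGB8 at -1.29, IFI6 at -1.29, IFIT1 at -1.23 and the acid sphingomyelinase gene SMPD1 at -1.22. SP110, the phosphodiesterase gene PDE5A and DDX60 had log2 fold changes of -1.21, -1.20 and -1.16. The adjusted p from OAS1 to DDX60 was at most 0.00258.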

The top 100 altered genes are shown in Figure 3B. 

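CCNB3, IL1A, CXCL8, CDKN2A, MYC, IGFBP3, SQSTM1 and GADD45G were all higher in the libraries labelled shikonin than in the control libraries, 8 of 8 at an adjusted p under 0.05 with edgeR's quasi-likelihood test and 8 when adjusted over the list alone (camera's adjusted p = 6.78e-13, and adjusted p = 0.0189 with an estimated correlation). The study chose these genes on the same samples, so neither their number nor the set test is independent evidence of a direction. With DESeq2 and a replicate block, 5 of them were higher, and 6 with a mean count of at least 50, a limit that leaves out IL1A and GADD45G. SQSTM1, which encodes the autophagy receptor p62, rose from 827 ± 61.3 to 1548 ± 166 CPM (SD, n = 3 each; log2 fold change 0.90, standard error 0.09, adjusted p = 2.54e-05). The transcription factor gene MYC rose from 178 ± 14.2 to 301 ± 6.14 (log2 fold change 0.76, standard error 0.08, adjusted p = 1.82e-05). IGFBP3, which encodes a binding protein of insulin-like growth factors, rose from 9.44 ± 1.39 to 15.97 ± 0.518 (log2 fold change 0.76, standard error 0.13, adjusted p = 0.00135).

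The stress response gene GADD45G, the cytokine gene IL1A and the B-type cyclin gene CCNB3 had few counts. GADD45G had 19, 23 and 26 estimated counts in the control libraries and 76, 63 and 64 in those labelled shikonin (log2 fold change 1.57, standard error 0.28, adjusted p = 0.0015). IL1A had 12, 8 and 19 against 37, 30 and 43 (log2 fold change 1.49, standard error 0.40, adjusted p = 0.0159). CCNB3 had 51, 67 and 66 against 90, 95 and 150.1 (log2 fold change 0.86, standard error 0.24, adjusted p = 0.018). The adjusted p of IL1A was 0.0702 without control replicate 1 and 0.0798 without control replicate 2, and that of CCNB3 was 0.0786 without control replicate 1 and 0.0685 without shikonin replicate 3. In each of the 8 genes the lowest library labelled shikonin lay above the highest control library. Chance gives a separation in either direction to 10% of genes, and 3 libraries against 3 cannot take an exact two-sided permutation p below 0.1.

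KEGG gene sets were not used here, and genes were grouped by lists compiled by hand. Of 135 tested genes of the cellular senescence pathway, 9 were higher at a fold change above 1.5 and an unadjusted p under 0.05, namely the 8 genes above and NFATC4. CACNA1D, CCNA2 and CCNE2 were lower at the same limits with edgeR. They and NFATC4 are named after their values were seen. With DESeq2 the same 9 genes were higher, but only CACNA1D and CCNE2 were lower. With the p adjusted, NFATC4 missed the limit (adjusted p = 0.0838 with edgeR), and the 8 genes were the only higher ones at that fold.

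Other pathways of Fig. 3C were measured with lists as well. Of 36 genes of ferroptosis, 10 were higher and 2 were lower (12 and 2 when adjusted over the list alone; camera's adjusted p = 1.1e-08, and adjusted p = 0.0189 with an estimated correlation). The ferritin light chain gene FTL, whose pseudogenes can share its reads, rose from 2371 ± 191 to 5616 ± 644 CPM (SD, n = 3 each; log2 fold change 1.24, standard error 0.10, adjusted p = 4.37e-06), and the acyl-CoA synthetase gene ACSL5 had a log2 fold change of 0.81 (adjusted p = 4.62e-06). At most 1 of the lower ferroptosis genes passed without control replicate 1, control replicate 2, control replicate 3, shikonin replicate 1 or shikonin replicate 2. The ferroptosis list shares members with the NRF2 targets, among them HMOX1, GCLM and FTL. Its median log2 fold change was 0.0844. Of 35 genes of glutathione metabolism, 10 were higher and 4 were lower (12 and 4 when adjusted over the list alone; camera's adjusted p = 0.00647, and adjusted p = 0.314 with an estimated correlation). GCLM, a subunit of the enzyme that starts glutathione synthesis, had a log2 fold change of 1.02 (adjusted p = 3.32e-06), MGST1 of 0.93 (adjusted p = 5.15e-06) and GSR of 0.64 (adjusted p = 0.000175). The number of lower glutathione genes was 2 without control replicate 1, control replicate 3, shikonin replicate 1 or shikonin replicate 2 and 1 without control replicate 2, and it was 8 with the offset for length and GC content.

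Of 20 genes of serine, glycine and one-carbon metabolism, 7 were higher and 1 was lower (7 and 1 when adjusted over the list alone; camera's adjusted p = 0.0333, and adjusted p = 0.464 with an estimated correlation), with GCAT at a log2 fold change of 0.80 (adjusted p = 0.000462) and GCSH at 0.63 (adjusted p = 0.00113). The number of higher genes in this list was 4 without control replicate 1, control replicate 3, shikonin replicate 1 or shikonin replicate 2, and the lower gene no longer passed without control replicate 1, control replicate 2, shikonin replicate 2 or shikonin replicate 3. Of 16 genes of selenocompound metabolism, 4 were higher and 2 were lower (5 and 2 when adjusted over the list alone; camera's adjusted p = 0.0385, and adjusted p = 0.346 with an estimated correlation). The higher ones were TXNRD1 at a log2 fold change of 0.69 (adjusted p = 0.000128), CTH at 0.60 (adjusted p = 0.000565), SCLY at 0.60 (adjusted p = 0.000882) and PSTK at 0.62 (adjusted p = 0.0278). The adjusted p of PSTK was 0.0798 without control replicate 2, 0.109 without control replicate 3, 0.0943 without shikonin replicate 2 and 0.0535 without shikonin replicate 3. The lower selenocompound genes no longer passed without control replicate 1, control replicate 2, control replicate 3, shikonin replicate 1 or shikonin replicate 2.

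**Figure D2:**
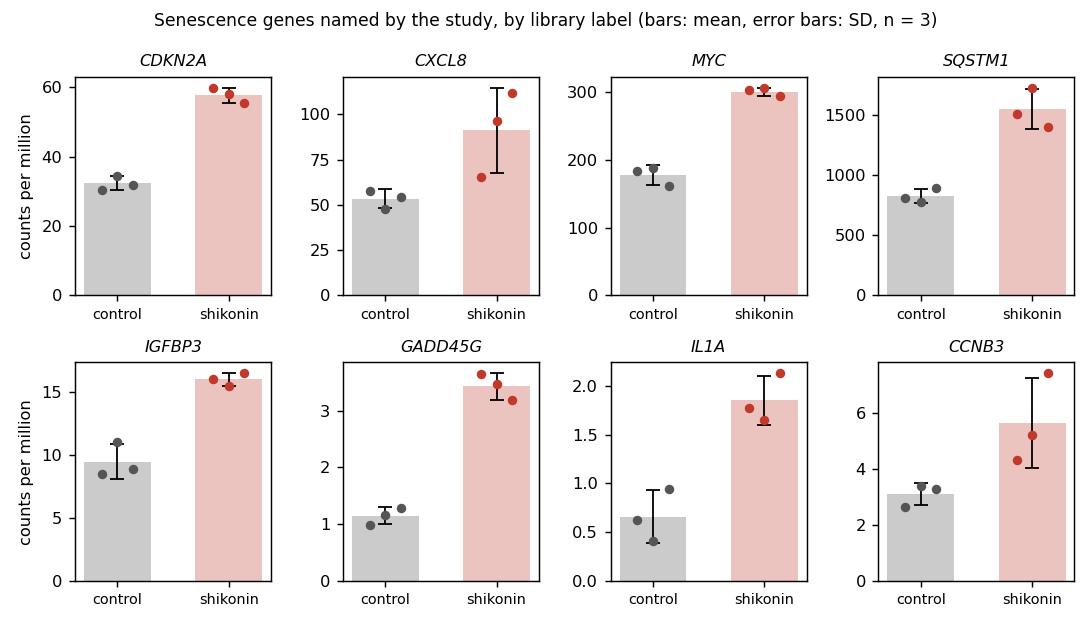
Levels in CPM of the 8 genes in each library (points), with the mean (bars) and SD (error bars) of the 3 libraries labelled control and the 3 labelled shikonin, on linear axes that start at 0. In each panel all libraries labelled shikonin lie above all control libraries, as for MYC, with means of 178 and 301.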

Through KEGG enrichment analysis, we discovered that a total of eight downregulated genes (*CCNB3, IL-1α, CXCL8, CDKN2A, MYC, IGFBP3, SQSTM1*, and *GADD45G*) were probably involved in inducing cell senescence (Figure 3C). *P16* ^*INK4a*^ and *P14* ^*ARF*^ (*P19* ^*ARF*^ in mice), encoded by *CDKN2A*, are critical genes involved in cellular senescence (Matheu et al., 2007; Serrano and Blasco, 2007; Baker et al., 2008). Other studies found that *CXCL8* is closely associated with the progression of colon cancer (Chen et al., 2019; Fang et al., 2022; Liu et al., 2022; Olivera et al., 2022), and the inhibition of *P16* ^*INK4a*^ expression also reduced the expression of *CXCL8* (Buj et al., 2021). Based on these observations, we hypothesized that *CXCL8* and *CDKN2A* are key regulators of cell senescence in HT29 and HCT116 colon cancer cells by shikonin.

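CDKN2A lies on chromosome 9 of GRCh38 from 21967752 to 21995301 on the minus strand, and counts per gene do not tell transcripts of P16INK4a from those of P14ARF. Its level was 30.5, 34.5 and 31.9 CPM in the control libraries and 59.7, 58.1 and 55.3 in the libraries labelled shikonin. The means were 32.3 ± 2.04 and 57.7 ± 2.21 (SD, n = 3 each; log2 fold change 0.84, standard error 0.08, adjusted p = 1.64e-05 from edgeR's quasi-likelihood test). CXCL8, which encodes the chemokine interleukin-8, lies on chromosome 4 from 73740519 to 73743716 on the plus strand. Its level was 57.9, 47.6 and 54.6 CPM in the control libraries and 65.4, 96.2 and 112 in those labelled shikonin. The means were 53.4 ± 5.27 and 91.2 ± 23.7 (SD, n = 3 each; log2 fold change 0.77, standard error 0.14, adjusted p = 0.00202).

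The wider senescence pathway moved in both directions. Of its 135 tested genes, 22 were higher and 19 were lower (24 and 26 when adjusted over the list alone), and camera's adjusted p was 0.934. Its median log2 fold change was -0.05 and its mean 0.00866, which differ in sign. With library totals as the only scaling, 14 were higher and 35 were lower. The number of higher genes was 13 without control replicate 1 or control replicate 2 and 14 without control replicate 3, and that of lower genes was 9 without control replicate 1, 10 without control replicate 2 or control replicate 3, 11 without shikonin replicate 1, 12 without shikonin replicate 2 and 30 without shikonin replicate 3. SLC25A6, which encodes an adenine nucleotide carrier of the mitochondrial membrane, had a log2 fold change of 0.54 (adjusted p = 0.000374). CDKN1A, which encodes the cell cycle inhibitor p21 and is named here after its values were seen, was at 409.5 ± 22.4 and 411 ± 43.0 CPM (SD, n = 3 each; adjusted p = 0.981).

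Of 24 genes of the senescence-associated secretory phenotype, 12 were higher and 1 was lower (15 and 1 when adjusted over the list alone; camera's adjusted p = 3.32e-09, and adjusted p = 0.0189 with an estimated correlation). The lower genes of this list numbered 3 with library totals as the only scaling and 2 with the offset for length and GC content. IL1A, IGFBP3 and CXCL8 belong to this list too. The cytokine gene LIF had a log2 fold change of 0.70 (adjusted p = 2.07e-05), the epidermal growth factor receptor ligand genes AREG and EREG of 0.78 (adjusted p = 3.16e-05) and 0.88 (adjusted p = 7.68e-05), and GDF15 of 0.70 (adjusted p = 0.000341). Of 29 targets of p53, 4 were higher and 5 were lower (4 and 5 when adjusted over the list alone; camera's adjusted p = 0.934), with TP53INP1 at a log2 fold change of -0.80 (adjusted p = 6.95e-05), AEN at 0.44 (adjusted p = 0.00358) and ZMAT3 at -0.44 (adjusted p = 0.0104). The adjusted p of ZMAT3 was 0.0517 without shikonin replicate 1 and 0.057 without shikonin replicate 2. Higher p53 targets numbered 2 without control replicate 2, and lower ones numbered 2 without control replicate 1, control replicate 2 or shikonin replicate 1, 3 without control replicate 3 and 1 without shikonin replicate 2. There were 2 higher p53 targets with library totals as the only scaling and 2 with the offset for length and GC content, and 3 lower ones with DESeq2 and a replicate block.

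Of 19 targets of NF-κB, CXCL8 and IL1A were higher (2 when adjusted over the list alone) and 17 did not pass (camera's adjusted p = 0.115); the number of higher ones was 1 without control replicate 1 and 4 without shikonin replicate 3. Of 30 genes of autophagy and the lysosome, 6 were higher and 6 were lower (6 and 6 when adjusted over the list alone; camera's adjusted p = 0.984), and the number of lower ones was 2 without control replicate 1 and 3 without control replicate 3 or shikonin replicate 1. The list's median log2 fold change was -0.10, its mean 0.0155. The α-galactosidase gene GLA had a log2 fold change of 0.82 (adjusted p = 0.000252), the protease gene CTSL of 0.56 (adjusted p = 0.000172) and ATG12 of 0.47 (adjusted p = 0.00397). GLB1, which encodes the enzyme behind SA-β-Gal staining and is also named after its values were seen, was at 144 ± 9.42 CPM in the control group and 122 ± 10.8 in the shikonin treatment group (SD, n = 3 each; log2 fold change -0.24, standard error 0.08, adjusted p = 0.0437). From the genes it places in cellular senescence (Fig. 3C), and from cited work on P16INK4a in senescence and on CXCL8, the paper proposes that both genes regulate senescence under shikonin.

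**Figure D3:**
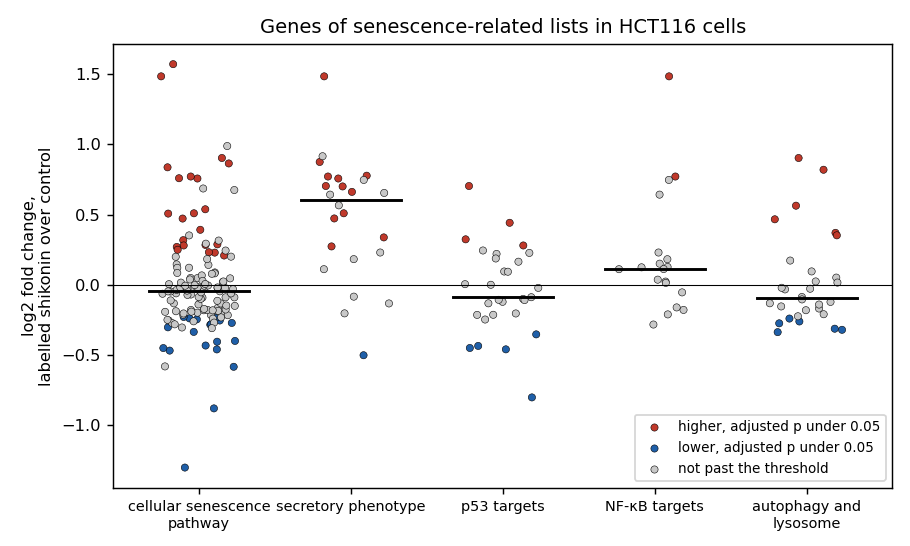
Log2 fold change between the libraries labelled shikonin and control for each tested gene (points) of 5 lists, with the median of each list (line). The secretory phenotype list has a median of 0.60, and the senescence pathway list a median of -0.05.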

**FIGURE 3:**
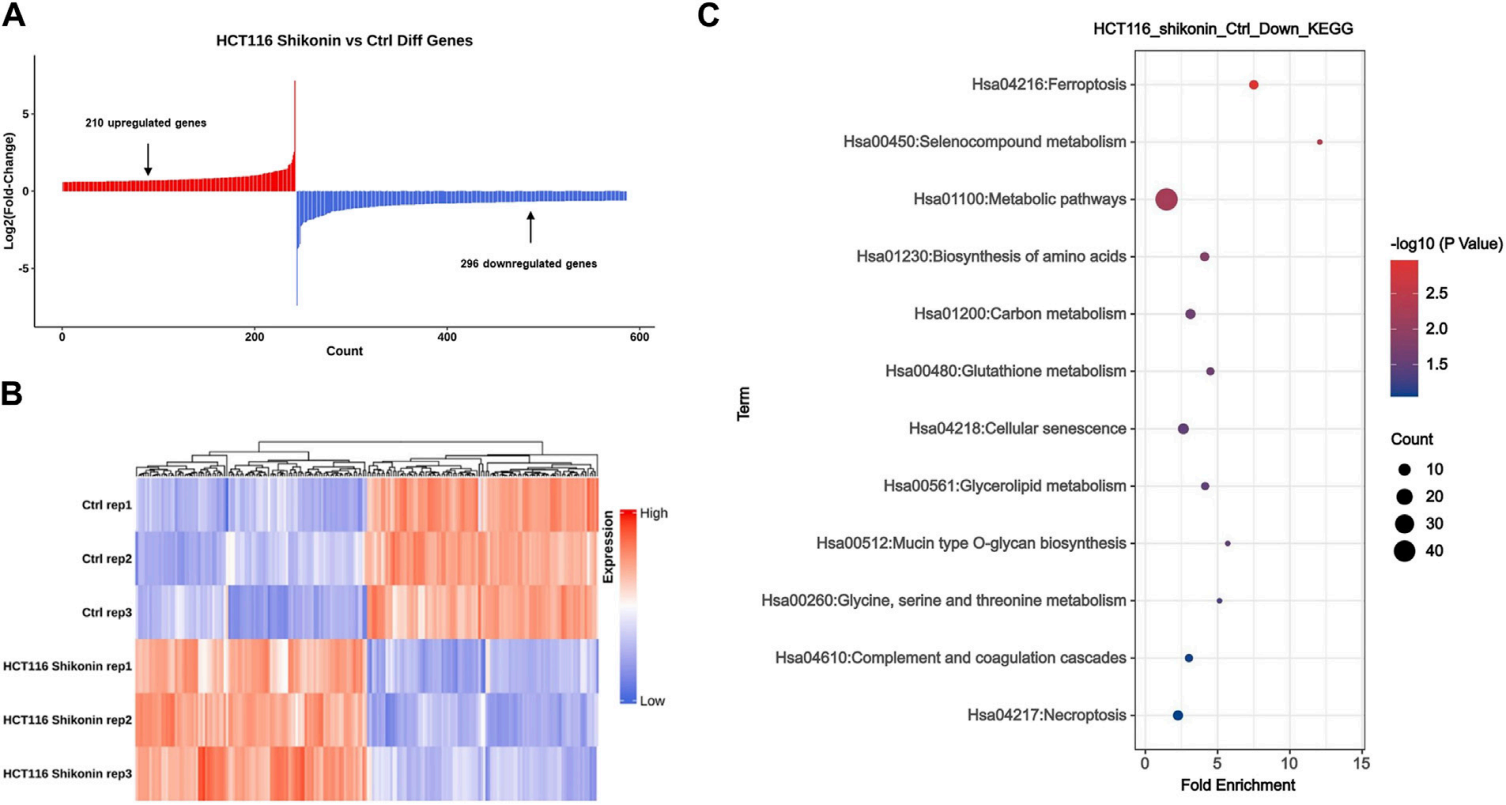
Shikonin may inhibit colon cancer cell progression through cellular senescence by comprehensive bioinformatics analysis. **(A)** mRNA sequencing analysis revealed a total of 210 upregulated genes and 296 downregulated genes after shikonin treatment. **(B)** Heatmap of the top 100 altered genes by shikonin treatment. **(C)** Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis identified eight genes involved in cellular senescence, including *CDKN2A* and *CXCL8*.

To verify whether shikonin should potentially induce cell senescence in colon cancer cells by downregulating the expression of *CDKN2A* and *CXCL8*, we used a SA-β-Gal staining experiment to detect the senescent cells in the colon cancer cells that were treated with shikonin (Min et al., 2007; Hong et al., 2020). The results are shown in Figures 4A, B. Compared with the control group, the proportion of senescent cells in the shikonin treatment group was observably increased (Figures 4C, D; *p* = 0.0016 and *p* = 0.0059 in HT29 and *p* = 0.7014 and *p* = 0.0027 in HCT116), suggesting that shikonin induces colon cancer cell senescence, thereby inhibiting the development of colon cancer.

**FIGURE 4:**
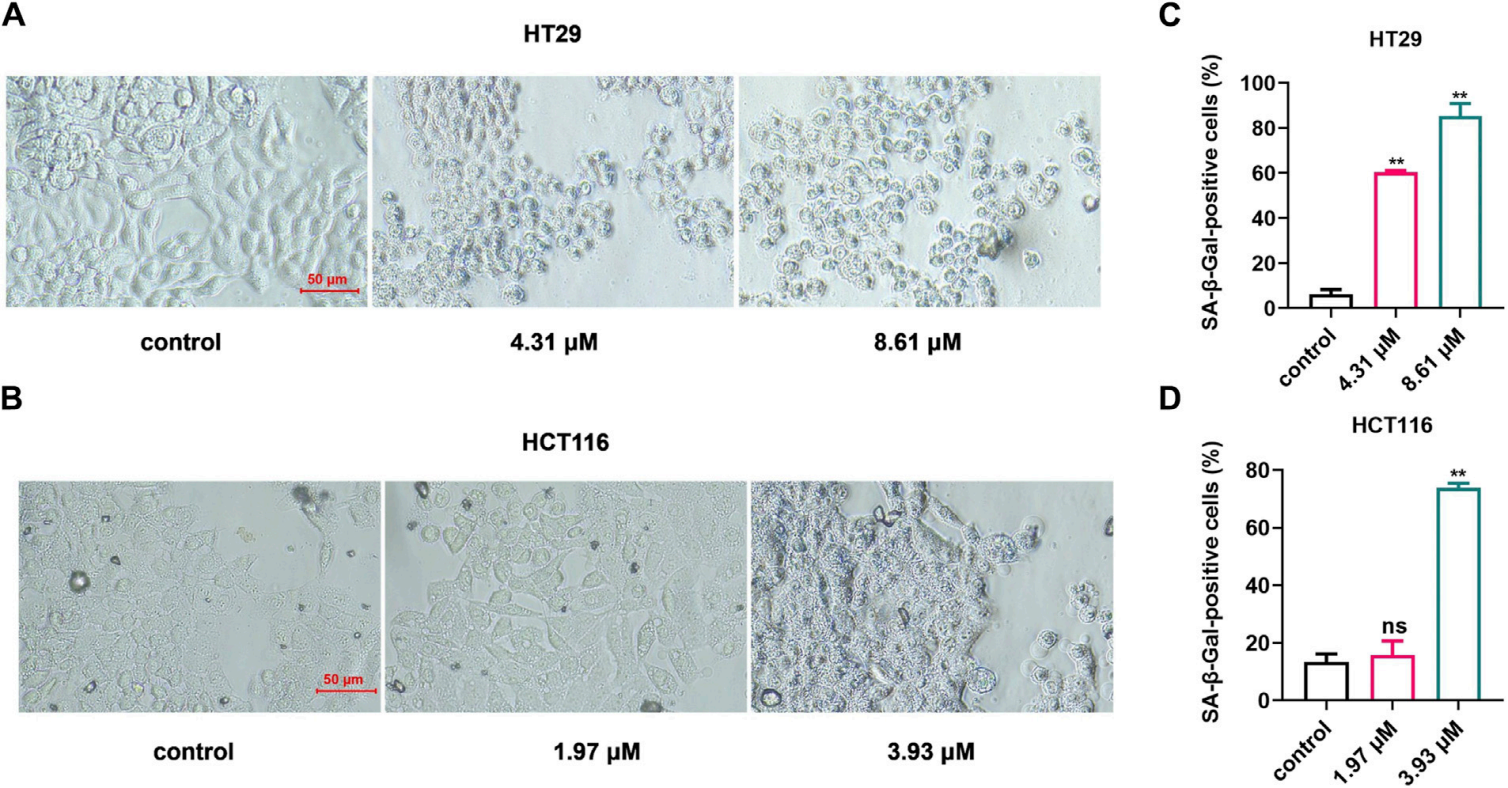
The proportion of senescent cells in colon cancer cells increased significantly after shikonin treatment. **(A,B)** Results of the senescence-associated β-galactosidase staining experiment in HT29 and HCT116 cells. **(C,D)** Calculation results of senescence-associated β-galactosidase staining experiment in HT29 and HCT116 cells. Data are shown as mean ± S.E.M. **p < 0.001. Each experiment was performed in triplicates and repeated three times.

### 3.3 Shikonin may block colon cancer cell progression by downregulating the expression of *CDKN2A* and *CXCL8*

Furthermore, to verify the mRNA expression levels of *CDKN2A* and *CXCL8* in colon cancer, we analyzed the pan-cancer gene expression levels using the GEPIA 2 database (http://gepia2.cancer-pku.cn/#index). *CDKN2A* and *CXCL8* were highly expressed in colon cancer and various other tumors (Figures 5A, B). Moreover, RT-qPCR experiments showed that after treatment with shikonin, the mRNA expression level of *CDKN2A* was downregulated 0.304 times in HT29 cells, 0.528 times in HCT116 cells (*p* < 0.0001 and *p* = 0.0116, respectively) and *CXCL8*, 0.752 times in HT29 cells, and 0.764 times in HCT116 cells (*p* = 0.0179 and *p* = 0.0090, respectively) (Figures 5C, D), which is consistent with our mRNA sequencing results. Furthermore, we wondered whether the low expression of *CDKN2A* and *CXCL8* following shikonin treatment was correlated with patient prognosis. 

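In the mRNA sequencing of HCT116 cells, CDKN2A was 1.79-fold and CXCL8 1.71-fold as high in the libraries labelled shikonin as in the control libraries, on the linear scale of the edgeR fit. Both kept an adjusted p under 0.05 whichever library was left out, with a highest value of 0.000387 for CDKN2A and 0.0146 for CXCL8. The paper's RT-qPCR values in HCT116 cells are 0.528 for CDKN2A and 0.764 for CXCL8. GAPDH, for which the paper's primer table lists a pair, was at 3004 ± 186 CPM in the control libraries and 3380 ± 479 in those labelled shikonin (SD, n = 3 each; log2 fold change 0.17, standard error 0.11, adjusted p = 0.274 from edgeR's quasi-likelihood test). Without shikonin replicate 3 the log2 fold change of GAPDH was 0.31 (adjusted p = 0.00447). The samples used here hold no HT29 library.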

Kaplan–Meier survival analysis was performed using data from the Kaplan–Meier plotter (http://kmplot.com/analysis/index.php?p=service). The results showed that patients with a high expression of *CDKN2A* and *CXCL8* had significantly lower survival rates than those with a low expression, indicating that *CXCL8* and *CDKN2A* were significantly correlated with poor prognosis in colon cancer (*p* < 0.005) (Figures 5E, F *p* = 0.00057 and *p* = 0.0025, respectively). Collectively, these results suggest that shikonin inhibits colon cancer development by downregulating the expression of *CDKN2A* and *CXCL8*, which may be involved in cellular senescence.

**FIGURE 5:**
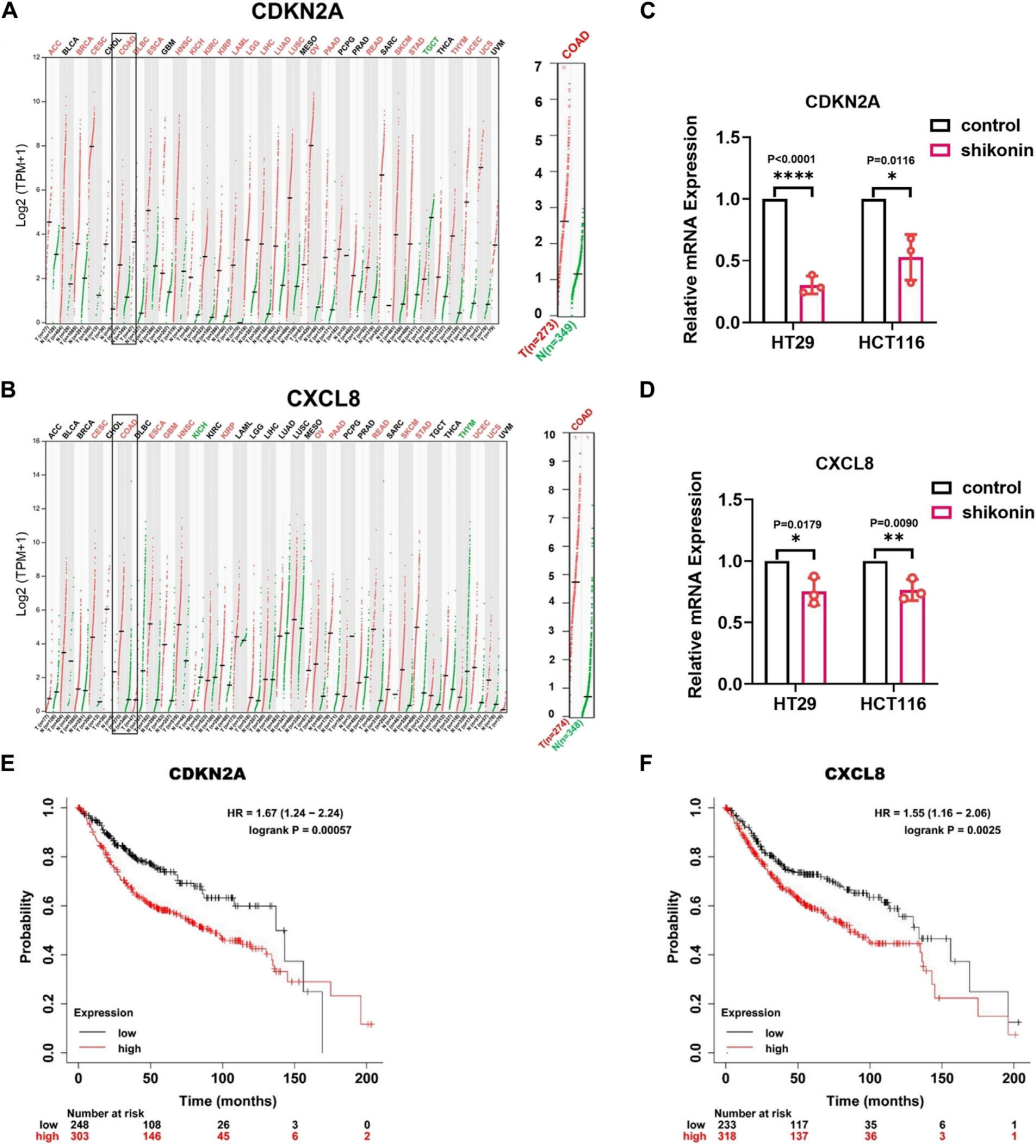
The expression of *CDKN2A* and *CXCL8* is downregulated in various cancers, and shikonin treatment can inhibit their expression levels in colon cancer cells. **(A,B)** Pan-cancer gene expression profiling of *CDKN2A* and *CXCL8*. **(C,D)** qPCR detection of *CDKN2A* and *CXCL8* in HT29 and HCT116. **(E,F)** Prognostic analysis showing the expression of *CDKN2A* and *CXCL8* negatively correlated with patient survival rates. Data are shown as mean ± S.E.M. *p < 0.05, **p < 0.001, and ****p < 0.0001. Each experiment was performed in triplicates and repeated three times.

### 3.4 Interaction between shikonin and *CXCL8*

To investigate whether there was an interaction between shikonin and *CXCL8*, we performed a molecular docking analysis, as shown in Figure 6A. The hydroxyl group of shikonin formed hydrogen bonds with the carbonyl group of Glu 29 of *CXCL8* (Figures 6B, C). In addition, we found that shikonin formed a hydrophobic interaction with Val 62 and Val 27 of *CXCL8*, supporting that shikonin could stably occupy the active pocket of *CXCL8* (Figures 6B, C). These results suggest that shikonin interacts with *CXCL8* and may inhibit the development of colon cancer by influencing *CXCL8* activity.

**FIGURE 6:**
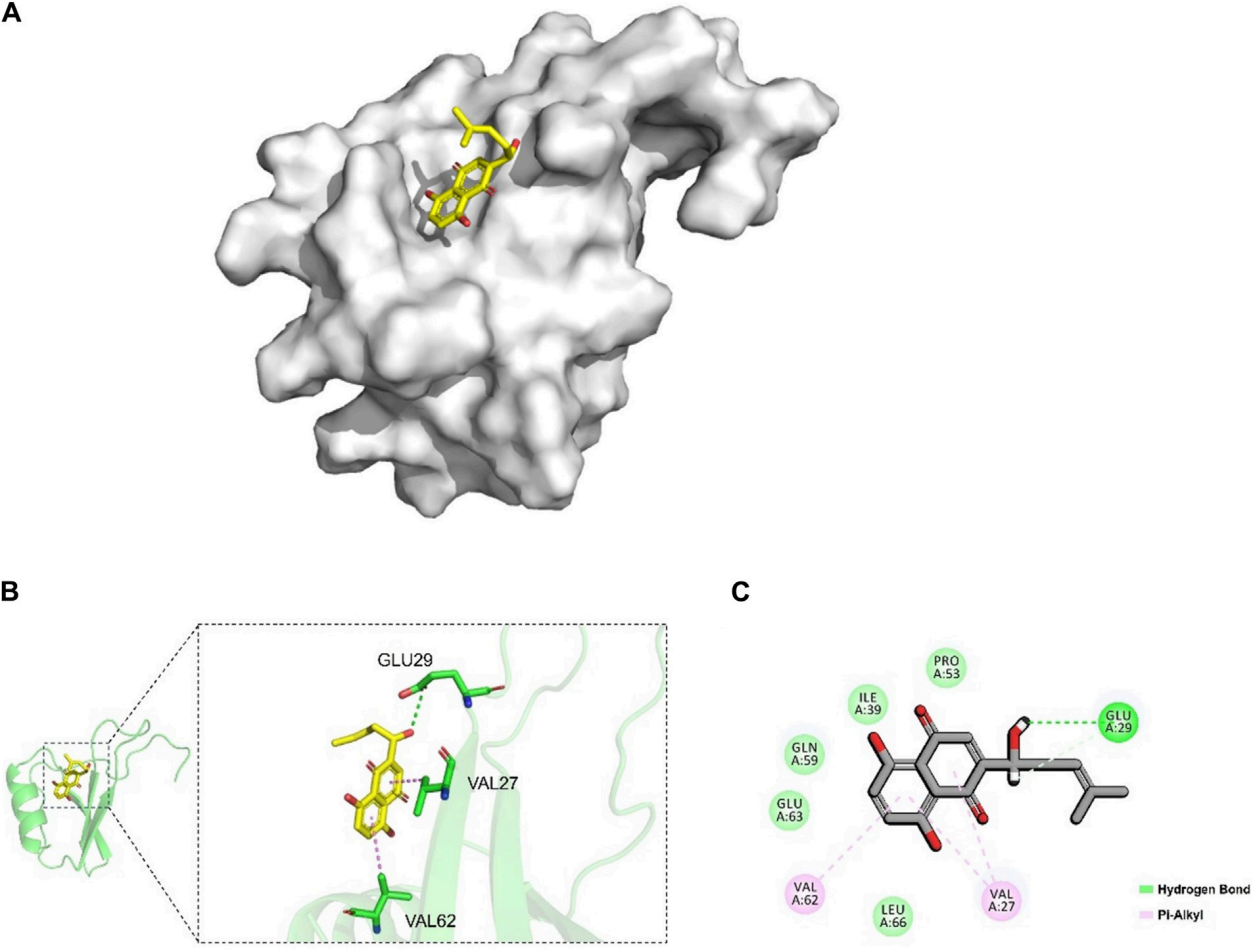
Molecular docking between shikonin and *CXCL8*. **(A)** Binding model of the shikonin (yellow) in the active pocket of *CXCL8* (gray). **(B)** Interaction of shikonin (yellow) with Glu29, Val27, and Val62 (green) of *CXCL8*. **(C)** 2D diagram of the interaction between shikonin and *CXCL8*. The hydrogen bond was represented by the dotted green line, and the hydrophobic bonds were represented by the dotted purple lines. Glu, glutamic acid; Val, valine.

## 4 Discussion

Colon cancer has one of the highest incidences of malignant tumors threatening human health. The lack of timely screening, poor treatment effect, and short survival time of patients make it urgent to find new treatment methods (DeDecker et al., 2021; Shaukat et al., 2021). Compared with other anticancer drugs, natural drugs have significant advantages of declined toxicity and low cost (Liu et al., 2020). Current research has revealed that numerous natural products, including cucurbitin, baicalin, curcumin, and shikonin, exhibit significant inhibitory effects on colon cancer (Wang Z. et al., 2018; Fan et al., 2020; Hu et al., 2022; Yang et al., 2022). In our study, we found that shikonin effectively suppresses the proliferation and migration of colon cancer cells and identified that the potential mechanism underlying shikonin’s anticancer activity lies in its ability to induce cellular senescence.

Shikonin, as a natural naphthoquinone compound, possesses antitumor and anti-inflammatory properties (Yadav et al., 2022). In recent years, there has been a surge of research exploring the antitumor activity of shikonin. For example, shikonin inhibits the glycolysis of NSCLC cells and sensitizes cisplatin therapy through the exosome pyruvate kinase *M2* pathway (Dai et al., 2022). Likewise, shikonin inhibits the development of triple-negative breast cancer by inhibiting *IMPDH2* expression (Wang et al., 2021). Meanwhile, it has been confirmed that the *PKM2* inhibitor shikonin can improve the resistance of tumor cells to cisplatin during bladder cancer treatment (Wang Y. et al., 2018). To investigate the role of shikonin in the progression of colon cancer, we first verified that shikonin inhibited the proliferation, growth, and migration of HT29 and HCT116 colon cancer cells (Figures 1, 2). Current studies have shown that shikonin can inhibit the progression of colon cancer by inducing apoptosis and autophagy, enhancing NK cell proliferation and cytotoxicity, and inhibiting cell proliferation (Li et al., 2017; Liang et al., 2017; Han et al., 2019; Chen et al., 2021; Shi et al., 2021; Hu et al., 2022). In addition, previous research studies confirmed that shikonin inhibits lung cancer progression mainly by promoting cell senescence (Yeh et al., 2015; Zheng et al., 2018). However, it remains unclear whether shikonin suppresses colon cancer by inducing cellular senescence.

Cell senescence effectively halts the unchecked proliferation of cells that could lead to malignancy (Munoz-Espin and Serrano, 2014). In the present study, the KEGG analysis indicated that eight downregulated genes like *CXCL8* and *CDKN2A* were significantly associated with cell senescence (Figure 3) after shikonin treatment. As colon cancer remains a leading cause of cancer-related deaths globally, identifying such biomarkers is crucial for developing more effective treatment strategies. Similarly, several studies have indicated that *CXCL8* is related to tumor migration and invasion. High expression of *CXCL8* promotes tumor development, while inhibition of *CXCL8* expression can effectively inhibit tumor progression (Ha et al., 2017; Ogawa et al., 2019; Nie et al., 2021; Fu et al., 2023). Therefore, we postulate that shikonin, through its ability to induce senescence in colon cancer cells, may effectively downregulate the expression of *CXCL8* and *CDKN2A*. This process could potentially contribute to the inhibition of colon cancer development, offering a novel therapeutic approach.

Despite shikonin having demonstrated a remarkable inhibitory effect on colon cancer *in vivo* (Li et al., 2017; Liang et al., 2017; Chen et al., 2021; Hu et al., 2022), the question remains whether it can indeed exert its pro-senescence effect. On the other hand, while shikonin has been shown to have no systemic toxicities in tumor xenograft mice, it is essential to conduct further studies to ensure there are no other potential *in vivo* toxic effects. This is crucial for ensuring the safety of shikonin as a potential therapeutic agent (Zheng et al., 2018). Current research efforts should be focused on improving the structure of shikonin and verifying the effectiveness of its less toxic derivatives in tumor therapy (Guo et al., 2019). Additionally, studies on dosage forms are aiming to enhance the bioavailability of shikonin, making it more effective and tolerable in clinical settings (Yan et al., 2023). Given the significant progress made in understanding the anticancer properties of shikonin, further studies on the molecular mechanisms underlying its anti-tumor effects, especially those related to inducing senescence, are eagerly anticipated.

## 5 Conclusion

In summary, we found that shikonin suppresses colon cancer cell proliferation and migration through cellular experiments and identified eight genes (*CCNB3, IL-1α, CXCL8, CDKN2A, MYC, IGFBP3, SQSTM1,* and *GADD45G*) associated with cell senescence through systematic bioinformatics analysis. The senescence-associated genes *CDKN2A* and *CXCL8* were significantly downregulated in colon cancer cells after shikonin treatment. We investigated the altered genes after shikonin treatment by mRNA sequencing and identified eight genes associated with cellular senescence in combination with Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. Among the downregulated genes, we selected *CDKN2A* and *CXCL8* as targets to further explore their roles in colon cancer progression. We verified that shikonin downregulates the mRNA expression of *CXCL8* and *CDKN2A* using quantitative polymerase chain reaction (qPCR). Additionally, prognostic analysis of the two target genes was performed to confirm that their downregulation correlated with poor prognosis in patients with colon cancer. We found that shikonin increased the activity of senescence-associated β-galactosidase (SA-β-Gal) in colon cancer cells after downregulation of *CXCL8* and *CDKN2A* through a senescence-associated β-galactosidase (SA-β-Gal) staining experiment. Molecular docking analysis revealed that shikonin promotes cellular senescence in colon cancer cells by blocking the activity of *CXCL8* at the protein level. Based on these findings, we propose that shikonin may induce senescence in colon cancer cells and inhibit colon cancer progression by downregulating *CDKN2A* and *CXCL8* (Figure 7).

**FIGURE 7:**
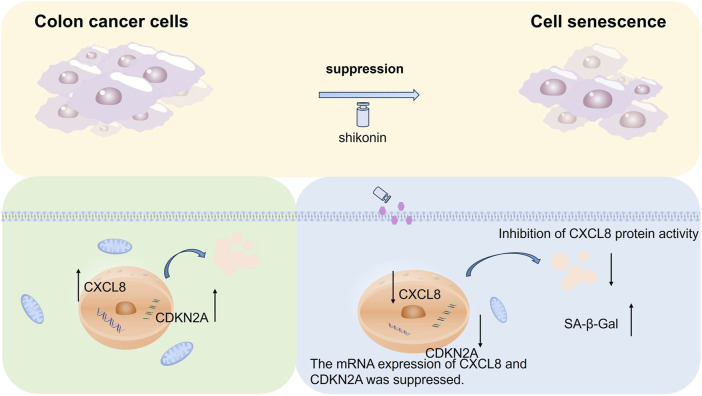
Diagram of the molecular mechanism for the present study. Shikonin may induce colon cancer cell senescence by downregulating *CDKN2A* and *CXCL8* and suppress colon cancer development.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234709, accession number GSE234709.

How the deposited data were processed for this re-analysis (not part of the article)

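Messenger RNA of HCT116 cells was sequenced by the authors from 3 control libraries and 3 libraries labelled shikonin. The authors deposited estimated counts per gene, not scaled to a common total, with 1 column per library. The paper names TopHat2 and featureCounts without versions, and it states its own version of DESeq2. Whether the deposited fractional values are the output of featureCounts is not stated, and neither is the annotation release. The plan for the comparison had assumed whole counts, so the estimated counts were rounded before fitting. Of 35106 gene identifiers, 34979 were matched to GENCODE release 44 (GRCh38), which gave symbols, coordinates, transcript lengths and GC content.

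Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by the trimmed mean of M values, and the groups were compared with glmQLFit and glmQLFTest without further terms. Standard errors were derived from the test, as the absolute log2 fold change divided by the square root of its F statistic. P-values were adjusted by the Benjamini-Hochberg method over the 13548 genes kept, and a gene was called at an adjusted p under 0.05. The paper's fold change limit of 1.5 was applied with an unadjusted and with an adjusted p, since the paper does not say which it used. The rule for named genes, the gene lists, the comparison and all alternatives except the offset for transcript length and GC content were chosen before the data were examined. Named are the genes in the paper's text or primer table. Also named are the 12 genes with the largest rise and the 12 with the largest fall among called genes with a mean of at least 50 counts whose libraries separated by group. In each list discussed, up to 4 members with the smallest p were eligible. A few further genes are named after their values were seen, and the text says so at each. The 32 gene lists were compiled by hand from general knowledge. Each was tested against all other genes with camera at a preset correlation of 0.01 and at an estimated one. With the estimated correlation, camera's calls for the secretory phenotype, the NRF2 targets and ferroptosis held. They are not separate, since the ferroptosis list shares members with the NRF2 targets. The secretory list shares IL1A, IGFBP3 and CXCL8 with the study's senescence genes. The call for the study's 8 senescence genes held too, but these genes were chosen on the same libraries, so it is no test of the set. Fry, planned beside camera, tested each list by itself and not against other genes. Of the lists that lost camera's call, heat shock, ribosome biogenesis, ribosomal proteins, interferon-stimulated genes, DNA replication, glutathione and selenocompound metabolism and cholesterol synthesis passed fry (adjusted p of at most 0.0438). The ATF4 targets, one-carbon metabolism, glycolysis, mitosis, hypoxia and mitochondrially encoded genes did not (adjusted p of at least 0.052). The WNT targets, which had no call by camera, passed fry (adjusted p = 0.0141).

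The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), median-of-ratios scaling, library totals as the only scaling, no filter on low counts, a mean count of at least 50, a replicate block in edgeR and in DESeq2, a test against a fold of 1.5, and leaving out each library in turn. The offset was a spline with 5 degrees of freedom. The procedure was tested on simulated data with 3 libraries per group. There edgeR called 85% of genes changed 1.5-fold and 93% of genes changed 2-fold in the right direction, with 6.81% false calls. The 200 changed genes all had a mean of at least 50 counts. These shares therefore do not cover genes with fewer counts, such as IL1A and GADD45G. A planted length trend gave 810 calls without the offset and 6 with it. That trend was a function of transcript length, which the offset itself fits, so its removal was built in.

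KEGG enrichment was left out, since its gene sets were not available. DERL3, KRT20, NEU1 and RPL7A were not found under their symbols and were not analysed here. IL6 had too few counts to be tested. Library totals allow small changes to be seen only in well expressed genes, and genes with few counts, such as IL1A, rest on counts of 8 to 43 per library.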

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

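The fit with an offset for transcript length and GC content was chosen only after the length trend had been seen. The gene families below lie outside those the paper discusses, and in each at least some genes differed from the control libraries. As sets against all other genes, the NRF2 targets kept their call with an estimated correlation (camera's adjusted p = 0.0189). Heat shock genes (0.0538), ribosome biogenesis (0.0826), interferon-stimulated genes (0.0826) and ribosomal proteins (0.197) lost it. By fry, which takes a list by itself and not against other genes, all of these lists passed. Its adjusted p was 0.0012 for heat shock genes, 0.00457 for ribosome biogenesis, 0.00743 for interferon-stimulated genes and 0.0166 for ribosomal proteins.

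In the libraries labelled shikonin, 29 of 30 NRF2 targets were higher, and leaving out 1 library gave 26 to 29. Of 17 heat shock genes, 9 were higher, and the number was 5 with library totals as the only scaling. It was 3 without control replicate 1 or control replicate 2, 5 without shikonin replicate 1 and 4 without shikonin replicate 2. Of 26 genes of ribosome biogenesis, 20 were higher, and leaving out 1 library gave 16 to 23. No technical explanation was tested for these families beyond the settings named.

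Of 47 ribosomal protein genes, 31 were higher. Their transcripts are short, and short transcripts tended to be higher in these libraries. With the offset their median log2 fold change went from 0.366 to 0.247, and 23 were higher, which argues against the trend as the whole cause but leaves it as a possible part. The lowest median over 3 ways of scaling was 0.304, which argues against the scaling. The number of higher genes was 17 without control replicate 1 or control replicate 2 and 20 without shikonin replicate 2. Reads shared with pseudogenes were not tested and stay open, as does an effect of shikonin, which was not tested apart from the labels.

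Of 22 interferon-stimulated genes, 18 were lower. With the offset their median log2 fold change was -0.936, which argues against the length and GC trend. Whichever library was left out, at least 15 were lower, which argues against a single library as the source. An effect of shikonin on interferon signalling may lie behind the pattern, but an exchange of the labels of both groups would turn its direction round, and it is not excluded, although some values run the way the labels say. They are the NRF2 targets, of which 29 of 30 were higher, and the fall of MKI67 (-0.65) beside the paper's lower colony numbers and viability under shikonin. The secretory phenotype genes (12 of 24 higher) stand beside its SA-β-Gal staining. However, IL1A, IGFBP3 and CXCL8 of that list are among the study's own senescence genes, whose direction is in question. The mitosis list lost camera's call with an estimated correlation (adjusted p = 0.631). GLB1, the gene of the stained enzyme, was lower (-0.24), and the paper's RT-qPCR values for CDKN2A and CXCL8 run the other way.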

How the results depend on the processing

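The offset for transcript length and GC content was added only after the length trend had been seen.

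With DESeq2 and a replicate block, 958 genes were higher and 729 lower at an adjusted p under 0.05, 158 were lower with the fold limit added, and 5 of the study's senescence genes were higher; the cause was not tested. Libraries of the same replicate number showed no sign of a shared deviation from their group means, with correlations of 0.00266, 0.0131 and 0.0371. Other pairs ranged from -0.106 to 0.102. Whether the libraries were paired by number is not stated. The test against a fold of 1.5, which by construction asks for more than a fold above that limit, gave 217 higher and 139 lower genes at an unadjusted p and 38 and 24 at an adjusted p. Leaving out 1 library gave 861 to 2074 higher and 776 to 1901 lower genes at an adjusted p under 0.05. The highest numbers came without shikonin replicate 3, the lowest without control replicate 1, and the cause was not tested. At the fold limit the ranges were 436 to 520 and 345 to 440 with an unadjusted p, and 276 to 432 and 210 to 339 with an adjusted p. Of the study's senescence genes, 6 to 8 were higher. The other settings kept these counts within 1.5 times, but with library totals as the only scaling lower genes outnumbered higher ones.

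The log2 fold change of IMPDH2 reversed, from -0.02 to 0.0777 (adjusted p = 0.31) without shikonin replicate 3, with a range of -0.0668 to 0.0777 over the libraries left out, and the gene was called in neither; the cause was not tested. For named genes, 1774 results over all settings kept their direction and call, 71 lost the call and 7 gained it. For lists, 770 counts stayed within 1.5 times and 190 did not, and 14 of 32 set tests lost their call with an estimated correlation. IL1A and GADD45G were not tested at a mean count of at least 50 and had no adjusted p with DESeq2 and a replicate block.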

Differences from the paper's values

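The offset for transcript length and GC content was chosen only after the data were seen; the other settings were set before the data were examined.

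The paper gives 210 upregulated genes at a fold change above 1.5 and p under 0.05, and 465 were higher here at the same limits with an unadjusted p. Of the alternatives, the test against a fold of 1.5 came within 1.5 times, with 217; the others did not, with 338 to 617. With an adjusted p, which the paper may also have meant, 342 were higher. The settings within 1.5 times of the paper's number were then 244 with library totals as the only scaling, 250 with DESeq2 and a replicate block, 310 at a mean count of at least 50, 276 without control replicate 1, 300 without shikonin replicate 1, 284 without shikonin replicate 2 and 276 with the offset. The others were not: DESeq2, the paper's tool, gave 327, limma-voom 355, median-of-ratios scaling 363, no filter on low counts 416, a replicate block 327 and the test against a fold of 1.5 38, with 328 without control replicate 2, 359 without control replicate 3 and 432 without shikonin replicate 3. The plot in Fig. 3A shows about 240 higher genes, read by eye, against 465 here; library totals (347), a mean count of at least 50 (338) and the test against a fold of 1.5 (217) came within 1.5 times, and the other alternatives did not. The paper's 296 downregulated genes stand against 363 lower genes by the labels, within 1.5 times, and 276 with an adjusted p. At the unadjusted p, library totals (492), no filter on low counts (495) and the test against a fold of 1.5 (139) were not within 1.5 times. Taken as control over shikonin, 363 genes were higher and 465 lower, both over 1.5 times the paper's numbers. With an adjusted p these were 276 and 342, both within 1.5 times. DESeq2, the paper's tool, read as control over shikonin gave 230 higher and 327 lower genes with an adjusted p. Both lie within 1.5 times of the paper's 210 and 296. With an unadjusted p DESeq2 gave 338 and 482, both over 1.5 times.

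The paper's RT-qPCR value of CDKN2A in HCT116 cells is 0.528, and the fold in the libraries was 1.79, or 0.560 as control over shikonin. The paper's value of CXCL8 is 0.764, and the fold was 1.71, or 0.586 as control over shikonin. Every alternative differed from the paper's value for both genes. RT-qPCR is another measure than sequencing counts.

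The paper describes the 8 senescence genes as downregulated and states that sequencing and RT-qPCR gave the same direction for CDKN2A and CXCL8. By the labels, 8 of the 8 were higher. Fig. 3C places further pathways among the lower genes. Of the lists used here, which are not the KEGG sets, ferroptosis had 10 higher and 2 lower genes, glutathione metabolism 10 and 4, serine, glycine and one-carbon metabolism 7 and 1, and selenocompound metabolism 4 and 2. The wider senescence pathway had 22 and 19.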

Other observations

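The test for 1 exchanged library in each group, the count over other splits and the offset for transcript length and GC content were chosen only after the result had been seen.

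Some genes of cell division were lower in the libraries labelled shikonin, while most did not pass. Of 42 genes of DNA replication, 11 were lower and 31 did not pass (11 lower when adjusted over the list alone; camera's adjusted p = 0.00104, and adjusted p = 0.464 with an estimated correlation), with RRM2 at a log2 fold change of -0.58 and CLSPN at -0.68. Their number was 5 without control replicate 1 or control replicate 2 and 6 without shikonin replicate 1. Of 36 genes of mitosis, 1 was higher and 8 lower (1 and 10 when adjusted over the list alone; camera's adjusted p = 0.00133, and adjusted p = 0.631 with an estimated correlation). MKI67 was at -0.65 and CDC25B at 0.40, and the number of lower genes was 5 without control replicate 1 or shikonin replicate 1, 4 without control replicate 2 and 13 without control replicate 3. Of 14 WNT targets, 1 was higher and 6 lower (1 and 6 when adjusted over the list alone; camera's adjusted p = 0.099, and adjusted p = 0.346 with an estimated correlation). By fry, which takes the list by itself, the WNT targets stood lower (adjusted p = 0.0141). AXIN2 was at -0.74, and the number of lower genes was 2 without control replicate 1 or control replicate 3 and 3 without shikonin replicate 1.

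Of 23 genes of glycolysis, 10 were higher and 1 lower (14 and 1 when adjusted over the list alone; camera's adjusted p = 9.17e-06, and adjusted p = 0.464 with an estimated correlation). Higher glycolysis genes numbered 5 without control replicate 1, shikonin replicate 1 or shikonin replicate 2 and 19 without shikonin replicate 3. Of 18 hypoxia genes, 8 were higher and 1 lower (10 and 1 when adjusted over the list alone; camera's adjusted p = 0.0214, and adjusted p = 0.464 with an estimated correlation). EGLN3 was at 0.65, and the number of higher ones was 5 without control replicate 2 or shikonin replicate 2 and 4 without shikonin replicate 1. Of 25 genes of cholesterol synthesis, 6 were higher and 1 lower (6 and 1 when adjusted over the list alone; camera's adjusted p = 0.0232, and adjusted p = 0.457 with an estimated correlation). Higher cholesterol genes numbered 2 with library totals as the only scaling, and 1 without control replicate 1 and 3 without control replicate 3 or shikonin replicate 1. Of 24 immediate early and MAPK genes, 6 were higher and 6 lower (8 and 6 when adjusted over the list alone; camera's adjusted p = 0.099, and adjusted p = 0.665 with an estimated correlation). FOSL1 was at 0.85 and EGR1 at -0.61, and 10 were higher without shikonin replicate 3. Of 29 apoptosis genes, 4 were higher and 5 lower (4 and 5 when adjusted over the list alone; camera's adjusted p = 0.971, and adjusted p = 0.967 with an estimated correlation). Higher apoptosis genes numbered 2 without control replicate 1 or control replicate 2, and lower ones 3 without control replicate 1, control replicate 3 or shikonin replicate 1.

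Of 16 genes of epithelial-mesenchymal transition and migration, 2 were higher and 1 lower (2 higher when adjusted over the list alone, where the lower gene, ITGB1, did not pass; camera's adjusted p = 0.671, and adjusted p = 0.735 with an estimated correlation). SNAI1 was at 1.03, and ITGB1, at -0.26, had an adjusted p of 0.19 without control replicate 1, 0.111 without control replicate 2, 0.0796 without control replicate 3, 0.177 without shikonin replicate 1 and 0.15 without shikonin replicate 2. Of 13 mitochondrially encoded genes, MT-ND2 was higher, at 0.48 (adjusted p = 0.0461), but it did not pass when adjusted over the list alone. Its adjusted p was 0.216 by DESeq2, 0.189 without control replicate 1, 0.108 without control replicate 2 and 0.264 without shikonin replicate 1. Its level was 4765, 2855 and 2819 CPM in the libraries labelled shikonin, against a control mean of 2496. The lowest log2 fold change of MT-ND2 over the alternatives was 0.18. Of 5 metallothionein-related genes, all missed an adjusted p under 0.05 with edgeR, as with DESeq2 and limma-voom, and 3 were lower at an unadjusted p under 0.05. Of these, MT2A and MT1E were lower with edgeR when adjusted over the list alone, and they are named after their values were seen. Of 6 markers of colon epithelium, 2 were higher and 4 did not pass (2 higher when adjusted over the list alone; camera's adjusted p = 0.309, and adjusted p = 0.634 with an estimated correlation). CA2 and KRT19, at 0.35 and 0.28, lost their calls with library totals as the only scaling (adjusted p = 0.0874 and 0.0824), and CA2 had an adjusted p of 0.051 without control replicate 1, 0.174 without control replicate 2, 0.0721 without control replicate 3, 0.11 without shikonin replicate 1 and 0.0602 without shikonin replicate 2; that of KRT19 was 0.175 without control replicate 1, 0.222 without control replicate 2, 0.166 without shikonin replicate 1 and 0.157 without shikonin replicate 2. The fibroblast marker COL1A1 was at -0.06 (adjusted p = 0.722). Of 3 tested blood and endothelial markers, CD68 was higher, at 0.63 (adjusted p = 0.00293), also when adjusted over the list alone. Of 9 other genes the paper names, TFAP4 was higher, at 0.72 (adjusted p = 0.0003), STAT3 and MTOR were lower, at -0.37 (adjusted p = 0.00194) and -0.34 (adjusted p = 0.00485), and the others, PKM, ADAM17, IMPDH2, GNB1, DEPP1 and GAPDH, did not pass. When adjusted over the list alone, PKM and ADAM17 were higher as well. Without shikonin replicate 3, PKM was at 0.36 (adjusted p = 0.00102) and ADAM17 at 0.17 (adjusted p = 0.0373).

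The 8 senescence genes were higher where the paper has them lower. A candidate explanation is a comparison taken in the opposite direction, in the paper or through exchanged labels of both groups. It predicted more higher than lower genes at the paper's threshold, as the paper's lower genes make up 58.5% of its 506. The share of higher genes was 58.8% with DESeq2 and 56.2% with edgeR. Over the other edgeR, limma-voom and DESeq2 settings it was 54.2% to 59.0%, except for 41.4% with library totals as the only scaling. The test against a fold of 1.5 is outside that range, with 217 higher and 139 lower genes. Without the fold limit, at an adjusted p under 0.05, the share of higher genes was 49.3% with edgeR. The prediction asked only which direction had more genes, so meeting it does not single out a reversal. In the hand-compiled senescence pathway list, the paper's limits with an unadjusted p gave 9 higher genes with edgeR, 8 of them named by the study. Of the 3 lower genes, 0 were named. The study chose its genes on the same libraries, so its direction and that of the labels are opposite for them. Which was turned round is not shown. An exchange of 1 library in each group is argued against by the other splits of the libraries, each of which makes such an exchange: at most 2 genes passed an adjusted p under 0.05, against 2964 between the labelled groups. With the offset the median log2 fold change of the 8 genes was 0.818, which argues against the length and GC trend. No test was run that separates a reversed comparison from exchanged labels, or that shows that either took place. Some values run the way the labels say. The paper reports fewer colonies and lower viability of HCT116 cells under shikonin. MKI67 (-0.65), RRM2 (-0.58), PCNA (-0.44) and MCM4 (-0.44) were lower in the libraries labelled shikonin. However, the replication and mitosis lists lost camera's set calls with an estimated correlation. By fry, replication passed (adjusted p = 0.0438) and mitosis did not (adjusted p = 0.144). The paper also reports more SA-β-Gal staining under shikonin, and 12 of 24 secretory phenotype genes were higher in these libraries. CDKN2A was higher too, while GLB1 was lower (-0.24). However, CDKN2A, and IL1A, IGFBP3 and CXCL8 of the secretory list, are among the 8 genes in question and are no separate evidence. NRF2 targets, which quinones can induce, were higher in the libraries labelled shikonin. The paper's RT-qPCR values for CDKN2A and CXCL8 run the other way. These values bear on exchanged labels, not on a comparison reversed in the paper, and they do not exclude either.

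The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The labelled groups gave 2964 genes at an adjusted p under 0.05, the only 1 of the 10 splits to give as many, and the highest of the other splits gave 2.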
